# Myeloid cell expressed proprotein convertase FURIN attenuates inflammation

**DOI:** 10.18632/oncotarget.11106

**Published:** 2016-08-05

**Authors:** Zuzet Martinez Cordova, Anna Grönholm, Ville Kytölä, Valentina Taverniti, Sanna Hämäläinen, Saara Aittomäki, Wilhelmiina Niininen, Ilkka Junttila, Antti Ylipää, Matti Nykter, Marko Pesu

**Keywords:** cytokine, FURIN, LysM, macrophage, TGF-β1, Immunology and Microbiology Section, Immune response, Immunity

## Abstract

The proprotein convertase enzyme FURIN processes immature pro-proteins into functional end- products. FURIN is upregulated in activated immune cells and it regulates T-cell dependent peripheral tolerance and the Th1/Th2 balance. FURIN also promotes the infectivity of pathogens by activating bacterial toxins and by processing viral proteins. Here, we evaluated the role of FURIN in LysM+ myeloid cells *in vivo*. Mice with a conditional deletion of FURIN in their myeloid cells (LysMCre-*fur*^(fl/fl)^) were healthy and showed unchanged proportions of neutrophils and macrophages. Instead, LysMCre-*fur*^(fl/fl)^ mice had elevated serum IL-1β levels and reduced numbers of splenocytes. An LPS injection resulted in accelerated mortality, elevated serum pro-inflammatory cytokines and upregulated numbers of pro-inflammatory macrophages. A genome-wide gene expression analysis revealed the overexpression of several pro-inflammatory genes in resting FURIN-deficient macrophages. Moreover, FURIN inhibited *Nos2* and promoted the expression of *Arg1*, which implies that FURIN regulates the M1/M2-type macrophage balance. FURIN was required for the normal production of the bioactive TGF-β1 cytokine, but it inhibited the maturation of the inflammation-provoking TACE and Caspase-1 enzymes. In conclusion, FURIN has an anti-inflammatory function in LysM+ myeloid cells *in vivo*.

## INTRODUCTION

The components of the innate immunity implement the recognition and elimination of microbes through a complex machinery involving factors that require a post-translational proteolytic activation step to perform their effector functions. The functional maturation of dormant pro-proteins is catalyzed by the proprotein convertase subtilisin/kexin (PCSK) enzymes (PCSK1-2, FURIN, PCSK5-7, membrane-bound transcription factor site 1, PCSK9) [1]. The first seven PCSKs operate at a similar target site consisting of basic amino acids [K/R)-(X)n-(K/R)↓, with *n* being 0, 2, 4 or 6 and X any amino acid], which results in a significant degree of functional redundancy in target recognition and processing *in vitro*. However, humans bearing mutations in the PCSK genes as well as PCSK-deficient experimental animal models have gene-specific phenotypes, which argues for substrate specificity *in vivo* [2].

FURIN was the first discovered and is thus the most studied conventional PCSK enzyme [3]. FURIN is ubiquitously expressed, and in cells it catalyzes the maturation of its targets in the secretory pathway, endosomes and on the cell surface. Due to its widespread expression, FURIN has a plethora of reported targets including cytokines, chemokines and growth factors as well as other proteases like matrix metalloproteinases. In mice, the expression of *Furin* is essential for embryonic development, which has imposed limitations to our understanding of its cell-type specific function *in vivo* [3, 4]. However, the phenotypes of tissue-specific *Furin* deficient mice have demonstrated that FURIN cannot be compensated for by other PCSK enzymes in endothelial cells (Tie2Cre) or in T lymphocytes (CD4Cre) [5, 6].

FURIN's regulatory role is also implicated in multiple human pathologies. For example, FURIN processes the beta-secretase enzyme in Alzheimer's disease, SNPs in the *Furin* gene are associated with blood pressure levels, and elevated FURIN expression promotes metastatic activity in various cancer types, and the protein is found in advanced atherosclerotic plaques [7–10]. FURIN is an important modulator of the T-cell-dependent adaptive immunity; it becomes upregulated by T-cell-receptor-mediated signaling and through the IL-12/STAT4 pathway in T helper type 1 cells [11, 12]. A conditional deletion of FURIN in T cells results in the aberrant polarization of T helper cells, a lack of a protective cell-mediated host-defense as well as the spontaneous development of autoimmunity in aging animals due to a breakage in peripheral CD4+Foxp3+ T-regulatory-cell-dependent immune tolerance [6, 13]. Consequently, targeting the activity of FURIN/PCSK has been reported to be beneficial for the experimental treatment of, for example, malignancies and rheumatoid arthritis [9, 14–16].

Previous reports have also implicated a role for PCSK enzymes in spleen [17]. FURIN is expressed in splenic red pulp, a zone enriched with macrophages, which regulate extramedullary myelopoiesis, the removal of senescent red cells, the cross-presentation of antigens as well as tolerance to self-antigens [18–20]. In addition, PCSK1 deficient mice show a marked disorganization of the marginal zone and red pulp [21]. In addition to the cellular pro-proteins also the components of several infectious agents, including the envelopes of the HI and Influenza viruses as well as the toxins of *Bacillus antracii* and *Pseudomonas aeruginosa* require a PCSK-dependent proteolysis step to exert their pathogenic function [22–24]. Therefore, inhibitors can protect the host from invading PCSK-dependent pathogens and serve as adjuvants to antibiotics [25]. As the innate immune system forms the first line of defense, targeting PCSKs specifically in myeloid cells could be a potent and well-tolerated strategy to block infections. However, the consequences of PCSK inhibition specifically in the cells of the innate immune system *in vivo* have remained ambiguous. To address this conundrum we have here characterized a novel tissue-specific knock-out mouse model, in which FURIN is deleted in Lysozyme M positive cells, i.e. chiefly in activated macrophages and granulocytes (LysMCre-*fur*^(fl/fl)^) [26].

## RESULTS AND DISCUSSION

### LysMCre-*fur*^(fl/fl)^ mice have a reduced number of splenocytes and elevated levels of the pro-inflammatory IL-1β cytokine in their serum

Previous studies using germ-line deletions and siRNA have demonstrated that PCSK1 and PCSK7 modulate the secretion process of innate cytokines [21] and rescue unstable MHCI molecules on dendritic cells, respectively [27]. Others and we have further shown that FURIN is upregulated in the LPS activated CD14+ cells [10], and in the plasma of chronic typhoid carriers [28]. To directly address whether FURIN expression in myeloid cells regulates immunity *in vivo*, we generated a mouse model with a conditional deletion of FURIN in LysM+ cells. LysMCre-*fur*^(fl/fl)^ mice were born under normal Mendelian ratios, and unlike T-cell specific CD4Cre-*fur*^(fl/fl)^ mice [6], they did not show age-related health problems such as inflammatory bowel disease (supplementary Figure S1A, B). Notably, in contrast to the reportedly large spleens of PCSK1 KO mice [21] LysMCre-*fur*^(fl/fl)^ animals had significantly reduced numbers of splenocytes compared to controls, which could indicate that FURIN regulates hematopoiesis in LysM+ cells, or cellular homeostasis in the spleen (Figure 1A, supplementary Figure S1C, D). The mechanism(s) leading to the reduction in splenocyte numbers in LysMCre-*fur*^(fl/fl)^ animals remains unclear, but the lowered FURIN levels in the bone marrow (ca. 60% less mRNA expression, supplementary Figure S2A) could disrupt the delicate microenvironment by reducing the proteolytic maturation of hematopoietic growth factors or extracellular matrix receptors [29].

**Figure 1:**
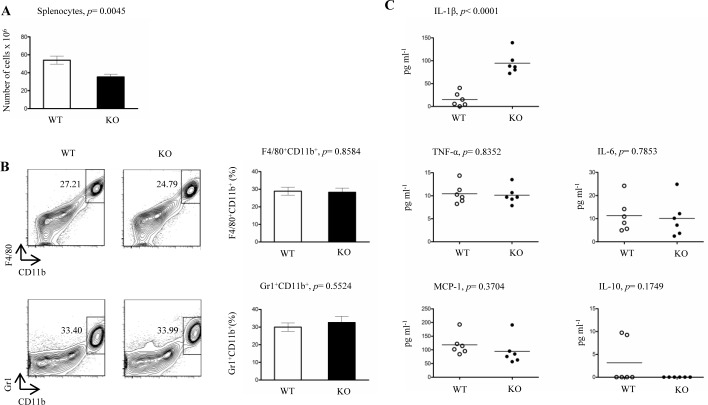
Proportions of splenocytes, peritoneal macrophages, neutrophils and serum cytokines in steady state LysMCre-*fur***^fl/fl^** mice **A.** Total numbers of live splenocytes from LysMCre-*fur*^(fl/fl)^ (KO) and WT littermate control mice were calculated using trypan blue staining (*n* = 7/genotype, 6-8 weeks of age). **B.** Flow cytometric analyses of F4/80^+^CD11b^+^ (macrophages) and Gr1^+^CD11b^+^ (neutrophils) peritoneal cells were performed from LysMCre-*fur*^(fl/fl)^ and WT littermate control mice (*n* = 4/genotype, 6-8 weeks of age). **C.** Levels of serum cytokines from steady state LysMCre-*fur*^(fl/fl)^ and WT littermate control mice (*n* = 6/genotype, 6-8 weeks old mice). Plots represent average ± SEM. Statistics were calculated with the two-tailed unpaired Student's *t*-test.

As expected, FURIN was almost completely (>95% less mRNA) absent from both the neutrophils and macrophages of LysMCre-*fur*^(fl/fl)^ mice (supplementary Figure S2B, C). A flow cytometric analysis demonstrated that the lack of FURIN did not significantly alter the proportions of macrophages (F4/80^+^CD11b^+^) and neutrophils (Gr1^+^CD11b^+^) in the peritoneal cavity (Figure 1B), spleen (supplementary Figure S3A) or bone marrow (supplementary Figure S4A). We next analyzed whether deleting FURIN in myeloid cells imposed secondary effects on lymphoid cells, and found that the gross numbers of splenic CD3^+^ T and B220^+^ B cells were unaffected (supplementary Figure S3B). Instead, there was a small, but significant reduction in the numbers of CD3^+^CD4^+^CD8^−^ T helper cells in the spleen while the proportion of CD3^+^CD4^−^CD8^+^ cytotoxic T cells was elevated (supplementary Figure S3C). The lower ratio of splenic CD4^+^/CD8^+^ T cells has previously been associated with inflammation [30], but the quantification of CD62L^+^ T cells did not reveal marked differences in the numbers of memory T cells between LysMCre-*fur*^(fl/fl)^ and littermate control animals (supplementary Figure S3C). Collectively, the analyses of different cell compartments indicate that FURIN expression in LysM+ cells is not essential for the development of neutrophils or macrophages, but it promotes the development of splenocytes and may also indirectly affect the CD4^+^/CD8^+^ T cell ratio in the spleen.

We have previously demonstrated that deleting FURIN in T cells results in the upregulation of both the Th1 and Th2 signature cytokines in serum [6]. To address how FURIN expression in LysM+ cells controls the production of innate cytokines in steady state we measured the levels of pro-inflammatory IL-1β, TNF-α, IL-6 and MCP-1 cytokines as well as the anti-inflammatory IL-10 in serum (Figure 1C). These data demonstrated that FURIN expression in myeloid cells attenuates the production of pro-inflammatory IL-1β, which is indicative of an auto-inflammatory phenotype [31, 32].

### Genome-wide RNA microarray analysis reveals the upregulation of several pro-inflammatory genes in FURIN deficient macrophages

Although proprotein convertases process their target molecules post-translationally, deleting PCSKs also results in aberrant gene expression signatures, which gives clues about the mechanism of the actions of PCSKs in a given cell type [6, 12, 33]. To address how FURIN regulates the genetic signature in macrophages we profiled their gene expression using qRT-PCR and microarray analyses. Similarly to human CD14+ monocytes [10] FURIN was efficiently upregulated in mouse peritoneal macrophages that were activated with LPS+/− IFNγ *in vitro*, (supplementary Figure S2B). The lack of FURIN in endothelial cells (Tie2Cre) causes the compensatory expression of other biochemically redundant PCSKs [5], which interferes with the interpretation of FURIN's biological significance. However, we observed that deleting FURIN in macrophages did not affect the expression of other PCSK enzymes (supplementary Figure S2D). These data indicate that the LysMCre-mediated deletion can be reliably used to assess the specific role of FURIN in LysM+ cells.

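Peritoneal macrophages from LysMCre-fur(fl/fl) mice (KO) and from WT littermates were left unstimulated or were stimulated with LPS at 1 μg/ml for 1, 4 or 24 h. Their RNA was compared on 8 Agilent 2-colour arrays, 2 per time point, and an array carried KO and WT RNA of the same time point in different dyes. On the arrays of replicate 1, WT RNA was labelled with Cy3 and KO RNA with Cy5. On those of replicate 2 the dyes were exchanged, so a difference between the replicates and a difference between the dye orientations cannot be separated. The growth protocol deposited with the samples gives 4 h of LPS for every sample, and the time points used here are those of the sample titles and the paper. The authors read the scans with the Agilent Feature Extraction software, normalized the raw intensities with loess regression and quantile normalization, and left out dim genes. They deposited the raw intensity of each spot in both dyes, and for each array the normalized log2 ratio of Cy5 to Cy3. Here the raw median intensities were corrected for background, normalized by the same methods in limma, and turned into a log2 ratio of KO to WT for each array. The probe with the highest mean intensity stands for a gene. All 8 arrays were fitted together with limma, with a mean ratio for each time point. The resulting p-values were adjusted by the Benjamini-Hochberg method over the 36947 genes and transcripts with a mean log2 intensity of at least 6. That cutoff removed few of the 37018 present before it, so dim genes stayed in the adjustment. Between 45.1% and 51.3% of the gene spots of an array were well above background in Cy3 (median 48.4%), and between 43.8% and 48.0% in Cy5 (median 46.7%). The number of arrays limits the precision of every ratio, and each mean ratio at a time point rests on 2 arrays.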

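Furin, on chromosome 7, was lower in unstimulated KO macrophages on both arrays, with log2 KO/WT ratios of -0.59 and -0.85. Their mean of -0.72 (standard error 0.11) is a change of -39.2%, and its adjusted p was 0.163, or 0.0123 in a fit with a term for the replicate number. Such a term takes differences between the replicates that recur at every time out of the error. Here and below, p-values with it therefore do not measure the spread between the replicates. After 1 h of LPS the ratios were -0.56 and -0.55, and after 24 h they were -0.59 and -0.69. After 4 h the Furin signal of the RNA labelled KO was not lower, with ratios of 0.0012 and 0.33. The mean over all 4 time points was -0.44 (standard error 0.06, adjusted p = 0.0220). With 1 array left out at a time it stayed between -0.48 and -0.40, and its adjusted p rose to between 0.0618 and 0.0914 in all cases but that without replicate 1 of the 24 h arrays (adjusted p = 0.0444). Lyz2, on chromosome 10, is the gene whose locus carries the Cre in LysMCre mice. Its ratio was below 0 on all 8 arrays, between -1.85 and -0.75, with a mean of -1.16 (standard error 0.05, adjusted p = 0.000342).

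**Figure D1:**
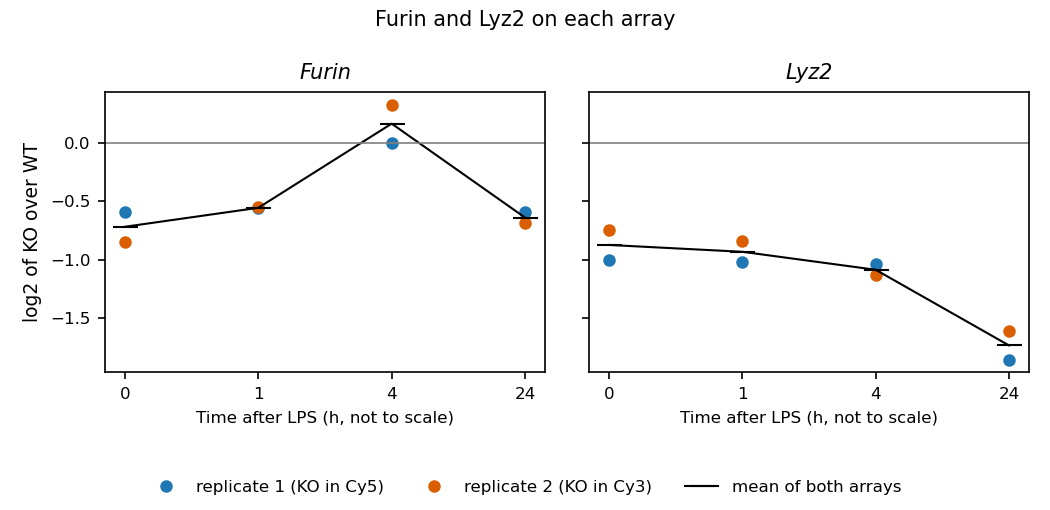
Log2 ratio of KO to WT (vertical axis) for Furin and Lyz2 at each time after LPS in hours (horizontal axis, not to scale). A point is an array, coloured by replicate, and the black line joins the means of both arrays. Furin lies below 0 except at 4 h, and Lyz2 lies below 0 on every array.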

In order to characterize the FURIN-dependent global gene expression patterns we performed a genome-wide microarray analysis using resting peritoneal macrophages from LysMCre-fur^(fl/fl)^ and littermate WT animals (Figure 2A, 2B). 

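Among genes expressed in activated macrophages, Ccl7 had the largest ratio, with a log2 KO/WT of 2.54 and 2.23 on the arrays of unstimulated macrophages (mean 2.39, standard error 0.56, adjusted p = 0.325). For Ccl2 the ratios were 2.14 and 1.71 (mean 1.93, standard error 0.20, adjusted p = 0.0586), from a mean log2 intensity of 12.54 in KO and 10.61 in WT. Serpinb2 was the brightest of these genes, with a mean log2 intensity of 15.87 in KO and 14.17 in WT and a ratio of 1.69 (standard error 0.16, adjusted p = 0.0586). The mean ratio was 1.27 for Serpinb1a (adjusted p = 0.168), 1.34 for Il1b (adjusted p = 0.168), 1.25 for Il6 (adjusted p = 0.220), 1.13 for Ptgs2 (adjusted p = 0.340), 1.17 for C5ar1 (adjusted p = 0.0586) and 0.94 for Egr1 (adjusted p = 0.111). Hcar2 had a ratio of 1.45 (adjusted p = 0.168) at its brighter probe and 0.66 at a dimmer one. All of these genes were higher in KO on both arrays, from 0.81 for Egr1 to 2.54 for Ccl7, so each mean exceeds the spread between its replicates. None of them had an adjusted p under 0.05 in the limma fit. A term for the replicate number left the ratios as they were, but took recurring differences between the replicates out of the error. P-values with the term thus do not measure the spread between replicates. With the term, all but Ptgs2 (adjusted p = 0.0539) passed, from 0.00146 for Serpinb2, Ccl2, C5ar1, Hcar2 and Serpinb1a to 0.0304 for Il6. Without either array of the 24 h time point, Serpinb2 and Ccl2 also passed (adjusted p = 0.0449 for both), but without any other array theirs was between 0.106 and 1.00. Leaving out an array of unstimulated macrophages raised the adjusted p of all these genes, to between 0.309 and 1.00.

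**Figure D2:**
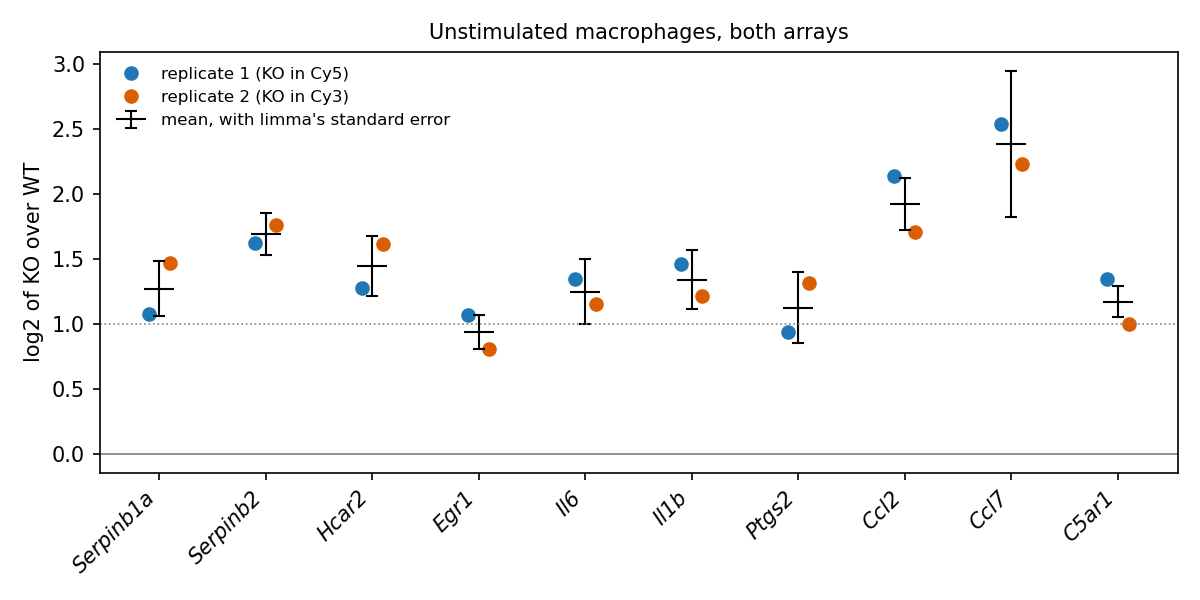
Log2 ratio of KO to WT in unstimulated macrophages (vertical axis) for the genes on the horizontal axis. Points are the arrays of replicates 1 and 2, and the black bars show the mean and limma's standard error. The dotted line marks a 2-fold increase. Every point lies above 0, from 0.81 for Egr1 to 2.54 for Ccl7.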

FURIN deficient peritoneal macrophages displayed a reproducible upregulation of many genes expressed in activated macrophages, such as *Serpinb1a, Serpinb2, Hcar2, Egr1, Il6, Il1β, Ptgs2, Ccl2, Ccl7 and C5ar1* [34–38]. In addition, we observed an enhanced expression of *Dusp6* and *Fcgr1,* which are downregulated in alternatively activated macrophages [39]. In contrast, among the downregulated genes of FURIN deficient macrophages, we detected for example *Atf7* whose deletion is associated with the constitutive activation of macrophages [40]. 

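In unstimulated macrophages, Dusp6 had log2 KO/WT ratios of 1.27 and 0.82 (mean 1.04, standard error 0.14), with an adjusted p of 0.111 from limma and 0.00450 with the replicate term. Fcgr1 had ratios of 0.76 and 1.26 (mean 1.01, standard error 0.39). Its adjusted p was 0.752, and 0.0176 with the replicate term. Both genes were well above background in both genotypes on both arrays. Dusp6 is among the 200 measured genes nearest to Lyz2 on chromosome 10, the locus that carries the Cre.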

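No probe could be matched to Atf7 by name, so Atf7 was not analysed here. Other genes labelled as lower in Fig. 2A and Fig. 2B, apart from Mgarp and Aldh1a1, were lower on both arrays of unstimulated macrophages. Tbc1d2 had a log2 KO/WT of -0.72 in replicate 1 and -1.10 in replicate 2 (mean -0.91, standard error 0.11), with an adjusted p of 0.0888 from limma and 0.00329 with the replicate term. A second probe for Tbc1d2 gave -0.75. The ratio was -0.90 for Hhipl1 (adjusted p = 0.105), -0.83 for Mfsd7a (adjusted p = 0.0888) and -0.80 for Prom1 (adjusted p = 0.168). Hhipl1 and Prom1 each have a second, dimmer probe, which gave 0.06 and 0.03. Neat1, a long non-coding RNA, had a mean of -1.02 from ratios of -1.75 and -0.29, and Malat1, another, had -0.60 and -0.34 (mean -0.47). For Tmcc3 the mean was -0.38 and for Tns1 it was -0.31, with -0.77 at a dimmer probe of Tns1.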

FURIN is induced by its substrate TGF-β1 [41]. Accordingly, the expression of *Ccnd1* was enhanced in the absence of FURIN, similarly to what was seen in TGF-β1 null cells [42]. These data suggest that FURIN has an intrinsic inhibitory function on the expression of genes that associate with the activation of pro-inflammatory M1 type macrophages [43].

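Ccnd1 encodes cyclin D1. Its log2 KO/WT ratio in unstimulated macrophages was 1.47 in replicate 1 and 1.33 in replicate 2 (mean 1.40, standard error 0.15), from a mean log2 intensity of 9.20 in KO and 7.80 in WT. The adjusted p from limma was 0.0586, and 0.00151 with the replicate term. It was 0.0227 when either array of the 24 h time point was left out, and between 0.130 and 1.00 when any other array was, with 1.00 without replicate 1 of the unstimulated arrays.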

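Over all genes and transcripts, none had an adjusted p under 0.05 between unstimulated KO and WT macrophages in the limma fit of all 8 arrays, in which 2134 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0586. With the replicate term, 391 passed (176 higher and 215 lower in KO), of which 32 changed more than 2-fold (26 higher and 6 lower). Among these 6 are Mgarp and Aldh1a1, whose replicates differed in sign. Neat1 is counted under 2 spellings of its name. The test that the paper names, applied gene by gene to the KO and WT intensities of the 2 unstimulated arrays, left none after adjustment and 1694 with an unadjusted p under 0.05. Whatever the p-value, 34 genes and transcripts differed more than 2-fold, 28 higher and 6 lower in KO. From the genes that were higher in resting KO macrophages, the paper proposes that FURIN intrinsically inhibits genes associated with the activation of pro-inflammatory macrophages.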

**Figure 2:**
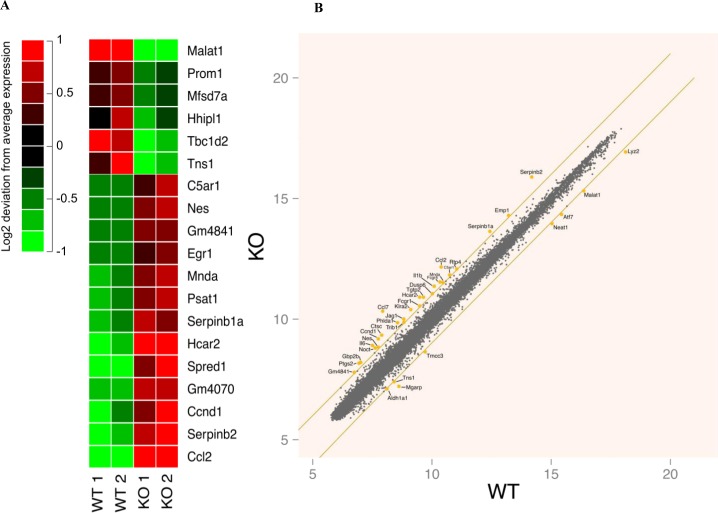
Genome-wide gene expression analyses in resting wild type and FURIN deficient peritoneal macrophages **A.** The 19 most differentially (log fold change > |1| and multiple testing corrected *p*-value < 0.05) expressed genes between wild type and FURIN deficient unstimulated peritoneal macrophages. For visualization purposes, the mean of each gene's expression has been subtracted from individual expression values to highlight the differences between the samples. The red and green colors indicate an induction or suppression of gene expression, respectively, relative to the mean across samples. The figure shows two biological replicates for both genotypes. **B.** A scatter plot of the mean gene expression across replicates of wild type and FURIN deficient unstimulated peritoneal macrophages. Selected genes with a log fold change > |1| have been highlighted. The orange lines show the limit where the log fold change equals 1 or −1.

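All 6 genes that Fig. 2A shows as lower in KO had a mean ratio below 0 here and were lower on both arrays, and none reached 2-fold. Of the 13 labelled as higher, 12 were measured, all of them were higher on both arrays, and 8 exceeded 2-fold. Gm4070 could not be matched by name. With the replicate term, 5 of the 6 and all 12 had an adjusted p under 0.05, and none did without it. The study chose these genes on the same samples, so the tallies are not independent of its selection.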

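Of the genes labelled in Fig. 2B, the 24 above the upper line all had a mean ratio above 0, and 22 of them exceeded 2-fold. Ctsc had the smallest, 0.21, with -0.06 in replicate 1 and 0.47 in replicate 2. All 7 genes measured below the lower line had a mean ratio below 0, and 3 of them exceeded 2-fold. In 2 of these the replicates differed in sign. Mgarp had log2 KO/WT ratios of -5.04 in replicate 1 and 2.04 in replicate 2 (mean -1.50, standard error 2.30), and Aldh1a1 had -2.65 and 0.60 (mean -1.02, standard error 1.03), so neither mean exceeds the spread between its replicates. With the replicate term, which removes a difference between replicates that recurs at all times, their adjusted p-values were 0.0306 and 0.0142.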

### LysMCre-*fur*^(fl/fl)^ mice show increased lethality, upregulated pro-inflammatory cytokines and elevated numbers of Ly6-C+ macrophages after an LPS injection

Both the high IL-1β levels in serum and the results from the microarray analysis pointed to a pro-inflammatory phenotype in LysMCre-*fur*^(fl/fl)^ mice. To test if FURIN in LysM+ cells also restrains inflammatory responses *in vivo* we subjected mice to lipopolysaccharide (LPS) triggered inflammation. LysMCre-*fur*^(fl/fl)^ and littermate WT mice were first challenged with a single i.p. injection of 25 mg/kg (LPS) and monitored for 72 hours (Figure 3A). We observed a significantly higher mortality in LysMCre-*fur*^(fl/fl)^ mice 24 hours post-injection (62% mortality in KO *vs*. 38% mortality in WT) (*p* = 0.0109), which indicates an increased sensitivity to a pro-inflammatory stimulus.

**Figure 3:**
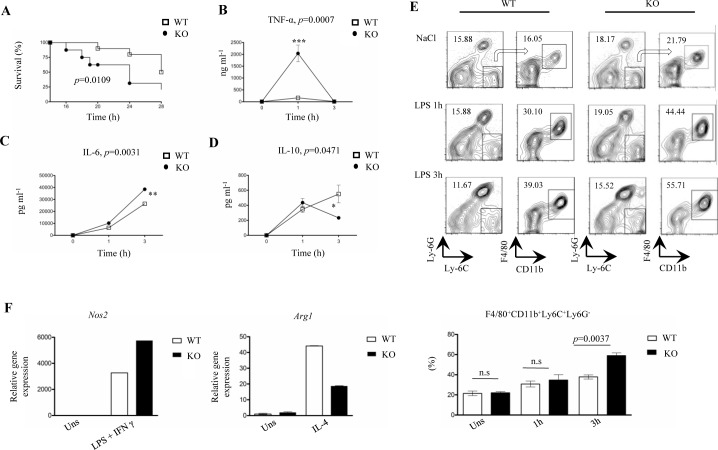
LPS-challenged LysMCre-*fur***^fl/fl^** mice exhibit higher mortality, accelerated inflammation and an upregulated pro-inflammatory macrophage response **A.** Kaplan Meier survival curve for LysMCre-*fur*^(fl/fl)^ and WT littermate control mice (*n* = 8/genotype, 6-8 weeks of age, all male) after the intraperitoneal injection of a single lethal dose of LPS (25 mg/kg). LysMCre-*fur*^(fl/fl)^ mice exhibited a significantly higher mortality than WT littermate controls during the first 24 h. **B.**-**D.** Level of serum cytokines TNF-α, IL-6, IL-10 in LysMCre-*fur*^(fl/fl)^ and WT littermate controls mice (*n* = 4/genotype, 6-8 weeks of age) after an intraperitoneal injection with NaCl (0.9%) or 100 μg/kg of LPS (plots represent average ± SEM). Statistics were calculated with the two-tailed unpaired Student's *t*-test. **E.** Flow cytometric analysis of a splenic F4/80^+^CD11b^+^Ly6C^+^Ly6G^−^ cell population in LysMCre-*fur*^(fl/fl)^ mice and WT littermate control mice (*n* = 3/genotype, 6-8 weeks of age) injected with NaCl (0.9%) or LPS (100 μg/kg) at 0, 1h and 3h. The arrows indicate the gating strategy. (Plots represent average ± SEM). Statistics were calculated using the two-tailed unpaired Student's *t*-test. **F.** *Nos2* and *Arg1* mRNA expression was assessed by quantitative RT-PCR in wild type and FURIN deficient peritoneal macrophages treated with LPS+IFN-γ (1 μg/ml+20 ng/ml) or IL-4 (50 ng/ml). One representative experiment out of three independent experiments is shown.

A lower dose of LPS (100 μg/kg) was then used to evaluate how the myeloid-cell-expressed FURIN regulates cytokine levels in the serum and the generation/migration of pro-inflammatory F4/80^+^CD11b^+^Ly6C^+^Ly6G^−^ monocytes/macrophages, which are characterized by accelerated inflammatory effector functions including the high production of IL-6, IL-1β, TNF-α, NOS2 and CCL2 [44, 45]. LPS-injected LysMCre-*fur*^(fl/fl)^ mice had significantly enhanced levels of the pro-inflammatory cytokines TNF-α and IL-6 1 and 3 hours post-infection, respectively, whereas the production of anti-inflammatory IL-10 was reduced at the 3-hour time-point (Figure 3B-3D).

In addition, at 3 hours post-injection there was a significant augmentation in the proportion of F4/80^+^CD11b^+^Ly6C^+^Ly6G^−^ M1 type macrophages in the spleen (Figure 3E). A qRT-PCR analysis on *ex vivo* activated FURIN KO macrophages further showed an upregulation in the expression of *Nos2* (M1 marker gene) upon an LPS/IFN-γ stimulus, whereas the IL-4 induced expression of *Arg1* (M2 marker gene) was clearly reduced [43] (Figure 3F). Previously, the prominence of the M1 over the M2 macrophage phenotype has been associated with an increased susceptibility to a septic shock [46, 47], as was observed in LPS-challenged LysMCre-*fur*^(fl/fl)^ mice.

PCSKs control the quantity and activation of the human Toll-like receptor 7 (TLR7) host responses by direct proteolysis [48]. We next tested if the expression levels of LPS/TLR4-dependent genes are affected by the FURIN deficiency in peritoneal macrophages. First, the time course changes in the mRNA expression of the *Il1b, Tnfa*, *Il6* and *Il10* genes indicated an upregulated base line expression but roughly similar dynamics in response to LPS in FURIN deficient macrophages compared to controls (Figure 4A). Likewise, a focused analysis of TLR-associated mRNAs using microarray data showed only minimal differences between the dynamic expression patterns of WT and FURIN KO macrophages (Figure 4B). However, the dynamic expression of several other pro-inflammatory genes, including *Trem1, Nos2, Il15, Il33, and Il12rb1*, was inhibited by FURIN in LPS activated macrophages (Figure 4C) [49–52]. These findings were accompanied by the repression of the genes *Ch25h, Olr1 and Arg1*, which are typically induced in alternatively activated macrophages [38]. 

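The difference in LPS response was taken as the log2 KO/WT ratio after LPS minus that of unstimulated macrophages, which is the quantity plotted in Fig. 4B. A list of 84 genes of Toll-like receptor signaling, of which 82 were measured, was tested as a set with camera at a preset correlation between genes. The mean difference over the list was -0.10 at 1 h (median -0.03), -0.07 at 4 h (median -0.0067) and -0.10 at 24 h (median -0.04). The unadjusted camera p-values were 0.0183, 0.216 and 0.0718, and 0.0731, 0.216 and 0.0957 after adjustment over these tests and that of unstimulated macrophages. They became 0.0476, 0.239 and 0.0485 with the replicate term. None of these differences held under fry (adjusted p = 0.722 at each time) or with an estimated correlation between genes (smallest unadjusted p-value 0.404). Without replicate 2 of the unstimulated arrays the unadjusted camera p at 1 h was 0.851. In unstimulated macrophages the list was higher in KO by a mean of 0.09 (median 0.02, camera adjusted p = 0.0791, fry adjusted p = 0.722), and its camera adjusted p was 0.0485 with the replicate term. The 68 signaling components differed in response by -0.02 at 1 h, 0.0019 at 4 h and -0.06 at 24 h on average (median -0.0099, 0.0032 and -0.04), with camera adjusted p-values of 0.904, 0.969 and 0.519. The 14 measured products that the pathway induces differed by -0.48, -0.40 and -0.33, with camera adjusted p-values of 4.03e-09, 9.81e-05 and 0.00822, which did not hold under fry (smallest adjusted p-value 0.285). These products were higher by 0.45 in unstimulated KO macrophages (camera adjusted p = 4.03e-09, fry adjusted p = 0.225). Adjusted over the list alone, 1 gene passed an adjusted p of 0.05 at 1 h, 1 at 4 h and 2 at 24 h, and none passed over all genes tested. The replicate term raised these counts to 3, 2 and 8 over the list, and to 0, 1 and 2 over all genes tested.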

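Trem1 encodes a receptor that amplifies inflammatory signals. Its log2 KO/WT ratio was 1.37 and 1.27 after 4 h of LPS (mean 1.32, adjusted p = 0.0135), and -0.03 before LPS, 0.30 after 1 h and -0.04 after 24 h. The response at 4 h thus differed by 1.35 between the genotypes (standard error 0.15), and the adjusted p of this difference was 0.185, or 0.0166 with the replicate term. For Il15 the difference in response from unstimulated macrophages was -0.06 at 1 h, 0.11 at 4 h and 1.12 at 24 h. The last of these was 0.89 in replicate 1 and 1.35 in replicate 2, with an adjusted p of 0.699, or 0.0110 with the replicate term. Nos2 had differences of 0.07, 0.52 and 1.22 at 1, 4 and 24 h. At 24 h these were 0.15 in one replicate and 2.30 in the other, so the mean (standard error 0.60) does not exceed the spread between replicates. Il33 differed by 0.01, 1.36 and 0.17, with 1.29 and 1.44 in the replicates at 4 h, and was not above background before LPS in either genotype. The difference for Il12rb1 was -0.08 at 1 h, -0.13 at 4 h and 1.10 at 24 h. After 24 h of LPS its ratio was 1.24 at the brighter probe and 0.54 at another. For Nos2, Il33 and Il12rb1 the adjusted p of the largest difference was above 0.05 without the replicate term and with it (0.574, 0.562 and 0.0936 with it). The time for which a p-value is given was picked after the values were seen, which these p-values do not account for.

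**Figure D3:**
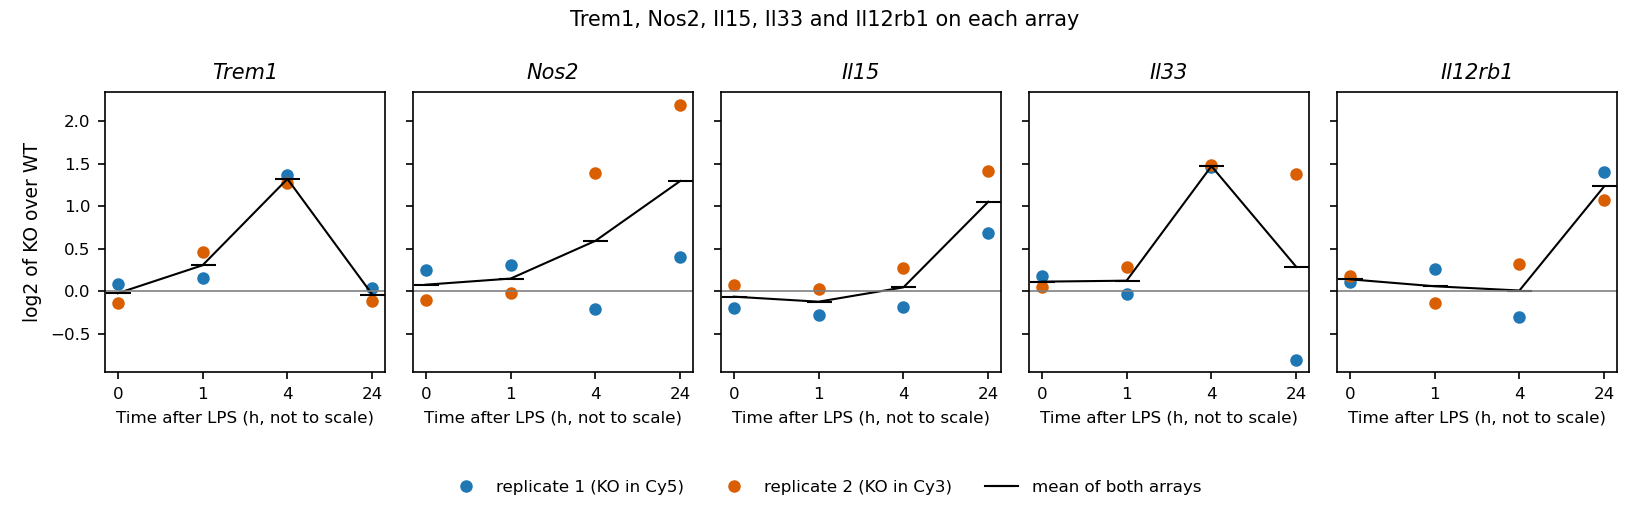
Log2 ratio of KO to WT (vertical axis) for Trem1, Nos2, Il15, Il33 and Il12rb1 at each time after LPS in hours (horizontal axis, not to scale). A point is an array, coloured by replicate, and the black line joins the means of both arrays. Trem1 is higher in KO at 4 h on both arrays, and Il15 and Il12rb1 are at 24 h, while Nos2 at 24 h differs between the replicates.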

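Olr1 encodes the receptor for oxidized low-density lipoprotein. Its log2 KO/WT ratio was 0.75 before LPS, 0.30 after 1 h, 0.43 after 4 h and -1.25 after 24 h. The response at 24 h was thus lower in KO by -2.00 on the log2 scale (-2.52 and -1.47 in the replicates, standard error 0.23), with an adjusted p of 0.247 from limma and 0.00859 with the replicate term. For Arg1 the difference in response was -0.32 at 1 h, -0.36 at 4 h and -1.47 at 24 h. The last of these was -2.11 in replicate 1 and -0.82 in replicate 2 (standard error 0.66). Its adjusted p was 0.9999 from limma and 0.0552 with the replicate term. Ch25h rose in both genotypes. Its ratio was 0.88 before LPS, when it was above background in KO only, then 1.06, 0.16 and -0.63. The difference in response of Ch25h at 24 h was -2.46 in one replicate and -0.55 in the other (mean -1.51, standard error 0.52). Its adjusted p was 0.9999 from limma and 0.209 with the replicate term. From the software's processed signals the mean difference was -4.06. After 24 h of LPS, Ch25h was lower in KO in replicate 1 (-1.58) and higher in replicate 2 (0.32).

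**Figure D4:**
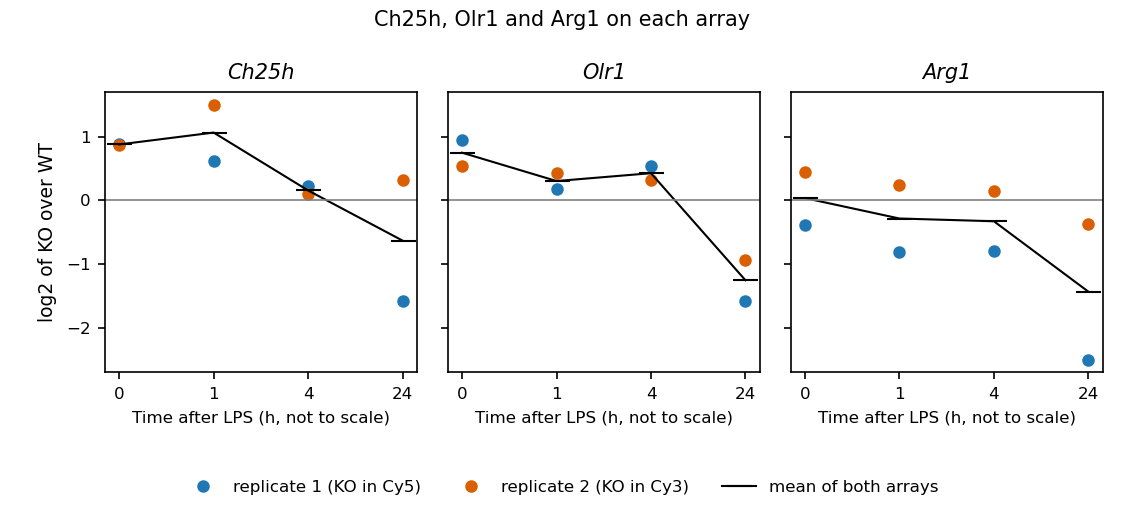
Log2 ratio of KO to WT (vertical axis) for Ch25h, Olr1 and Arg1 at each time after LPS in hours (horizontal axis, not to scale). A point is an array, coloured by replicate, and the black line joins the means of both arrays. Olr1 passes from above 0 before LPS to below 0 on both arrays at 24 h.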

Finally, we evaluated the expression of pro- and anti-inflammatory cytokines in peritoneal macrophages that were stimulated with various TLR ligands and IFN-γ (supplementary Figure S5). These results show that the anti-inflammatory function of FURIN cannot be attributed to a specific stimulus, but can be seen in TLR2, TLR4 and TLR7/8 activated macrophages. Collectively, these data suggest that FURIN is dispensable for the immediate TLR4 responses, but underscore the importance of FURIN as an anti-inflammatory factor in both resting and activated macrophages.

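LPS changed 3142 genes and transcripts in WT macrophages at 1 h, 12825 at 4 h and 11241 at 24 h, and in KO macrophages it changed 2756, 13278 and 10575 (adjusted p under 0.05, limma's analysis of separate channels, 36927 tested). Of these, 2207, 11496 and 9404 were changed in both genotypes, all but 4 of them in the same direction at 4 h and all but 4 at 24 h. At 1 h leaving out replicate 1 of the unstimulated arrays lowered the counts to 1797 in WT and 1435 in KO. To keep each channel on one side only, the WT response in one replicate was compared across genes with the KO response in the other. Pearson's r was 0.83 and 0.76 at 1 h, 0.95 and 0.93 at 4 h, and 0.94 and 0.93 at 24 h, where genes are not independent replicates. In the limma fit no gene differed in its response at 1, 4 or 24 h at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 512, 1071 and 1231. With the replicate term, 0, 12 and 78 passed, 8 of the 12 and 32 of the 78 with a higher response in KO. For the ratio of KO to WT at a time point, none passed after 1 h of LPS, where 2025 had an unadjusted p under 0.05 and 212 passed with the replicate term. After 4 h there were 5 (4 higher and 1 lower in KO), namely Nts, Has1, Trem1 and Ccno, which were higher, and Lyz2, to which Nts lies near on chromosome 10. After 24 h there were 9 (5 higher and 4 lower), including Gm4841, Gbp4 and Clic5, which were higher, and Bdh2, Tmeff1 and Pdgfb, which were lower. The replicate term raised these counts to 209 at 4 h and 216 at 24 h. With Aquantile scaling or loess alone, the 24 h counts were 5 higher and 9 lower. Leaving out 1 array at a time gave 0 to 8 genes at 4 h and 0 to 11 at 24 h. The paper proposes that FURIN is dispensable for immediate TLR4 responses and stresses its anti-inflammatory role in resting and activated macrophages.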

**Figure 4:**
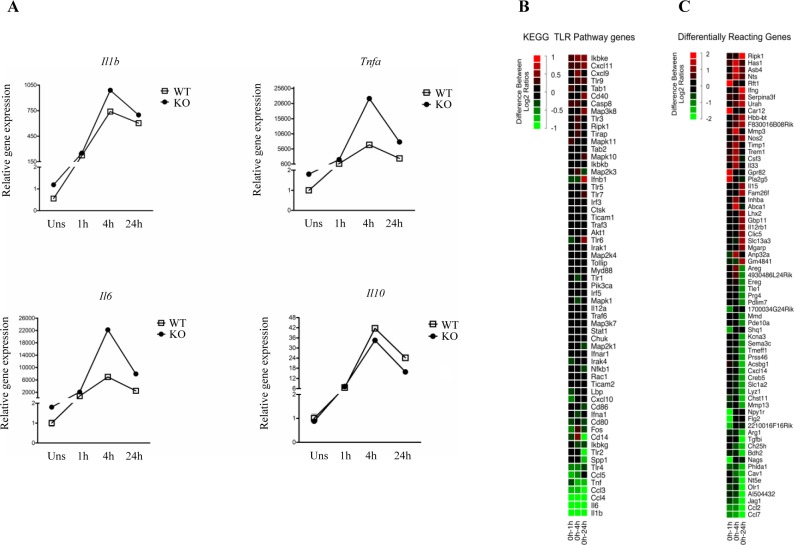
LPS-induced gene expression dynamics in wild type and FURIN deficient peritoneal macrophages **A.** mRNA expression levels were determined using quantitative RT-PCR, and the normalized expression in the unstimulated WT sample was arbitrarily set to 1. Curves show changes in the expression of *Il1b*, *Tnfa*, *Il6* and *Il10* mRNAs in WT and FURIN KO peritoneal macrophages that were left unstimulated or were stimulated with LPS (1μg/ml) for 1-24h as indicated. The housekeeping gene 18S was used to normalize the gene expression. (The figure shows one representative experiment of two independent experiments ± SEM). **B.** Microarray analysis of the TLR signaling pathway genes. Log2 fold changes for all genes in both WT and FURIN KO peritoneal macrophages were computed for each time point with an LPS (1μg/ml) stimulation, respective to the unstimulated condition. At each time point, the ratio of the fold changes illustrates the degree of difference in the LPS response over time. The figure shows the average of two independent experiments. The red color indicates an increase and the green a decrease in the log2 fold change difference. **C.** Genome wide analysis of the genes with the strongest differential response to a LPS stimulation between WT and FURIN KO peritoneal macrophages. A selection of differentially responding genes showing greatest differences between ratios at one or several time points are presented. Data were processed as in B.

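Of the 61 genes labelled in Fig. 4B, 60 were measured, and Cxcl11 was not. At the time of each gene's largest difference the median absolute difference was 0.27. It was more than 2-fold in 4 genes, all with a lower response in KO, namely Cd14 (-1.02 at 24 h), Ccl4 (-1.24 at 4 h), Il6 (-1.46 at 24 h) and Il1b (-1.79 at 24 h). For Il6 and Il1b the ratio of KO to WT after 24 h of LPS was -0.21 and -0.45. None of these genes had an adjusted p under 0.05 for a difference in response, and 2 had with the replicate term.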

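At the time of each gene's largest difference in LPS response, whatever its sign, 29 of the 30 measured genes that Fig. 4C shows as higher in KO had a difference above 0, and 25 exceeded 2-fold. Of the 37 shown as lower, 35 had a difference below 0, and 31 exceeded 2-fold. The replicates differed in sign for 3 and 4 of these genes. None of either group had an adjusted p under 0.05 over all genes, and with the replicate term 8 and 17 had. Gbp11 was not measured. The study picked these genes on the same arrays for the size of this difference.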

### FURIN deficient macrophages secrete less bioactive TGFβ-1 cytokine but show elevated expression levels of the activated TNF-α Converting Enzyme (TACE) and Caspase-1 p20

The production of several cytokines secreted by macrophages, including TNF-α, IL-1β and TGF-β1, is dependent on proteolytic processing in the cell [53]. Specifically, TGF-β1 is initially produced as an inactive pro-cytokine, which is converted into an active factor via a complex post-translational cascade involving a cleavage step catalyzed by FURIN [6, 54]. Further, undermined TGF-β1 signaling has been associated with an impaired transit between the macrophage (M1/M2) phenotypes, sustained inflammation and delayed wound healing [55]. Also, TNF-α Converting Enzyme (TACE), which releases soluble TNF-α from its membrane-bound precursor, is proteolytically activated by a FURIN-like proprotein convertase [56] whose deletion results in the development of an anti-inflammatory phenotype in macrophages [57]. In addition, the activation/deactivation of the Caspase-1 cascade, which directly processes IL-1β, plays an important role in the dynamics of macrophage polarization [58]. Previous data also imply a functional connection between PCSK activity and IL-1β; the proteolytic cleavage of the anthrax toxin by FURIN activates Caspase-1 in macrophages [59] and high levels of IL-1β have been observed in an experimental model of arthritis in mice that were treated with a FURIN inhibitor [60].

In order to find out if FURIN regulates the proteolytic maturation of the aforementioned inflammatory cytokines in macrophages we analyzed the secretion of bioactive TGF-β1 as well as the proteolytic activation of TACE and Caspase-1. First, FURIN KO macrophages were found to secrete significantly lower levels of bioactive TGF-β1 in ELISA analyses than cells from wild-type controls, whereas the *Tgfb1* mRNA levels were not affected (Figure 5A, supplementary Figure S6). In contrast, we found that the lack of FURIN upregulated the mature TACE protein in LPS-stimulated peritoneal macrophages (Figure 5B), which is in line with the elevated TNF-α production in LPS-challenged LysMCre-*fur*^(fl/fl)^ mice *in vivo* (Figure 3B). These data also indicate that FURIN is not the bona-fide PCSK that activates TACE, and suggest that another macrophage-expressed and LPS-induced PCSK enzyme, such as PCSK6 or PCSK7 (supplementary Figure S2D), could be more important for the maturation of TACE *in vivo* [61]. Finally, an analysis of Caspase-1 processing also showed a higher production of Caspase-1p20 in FURIN deficient macrophages (Figure 5C). These data are consistent with the observed higher levels of serum IL-1β and reveal a novel proteolytic regulator (FURIN) for this key pro-inflammatory cytokine.

**Figure 5:**
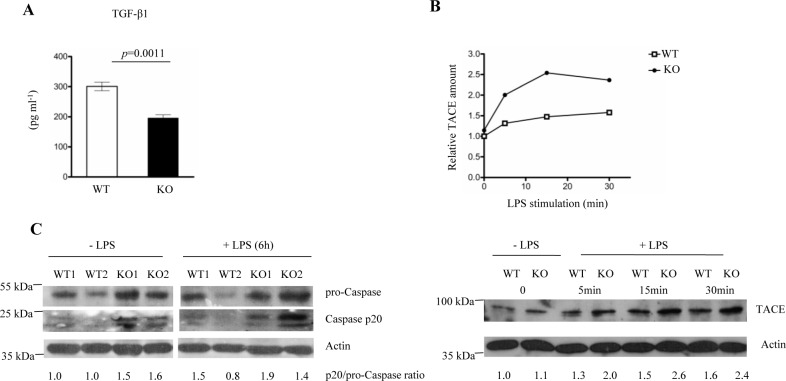
FURIN deficient macrophages produce less bioactive TGF-β1 and show hyperactivation of TACE and Caspase-1 p20 **A.** The production of bioactive TGF-β1 was measured in the supernatants of unstimulated wild type and FURIN deficient peritoneal macrophages using an enzyme linked immunosorbent assay (ELISA) (*n* = 3/genotype). Plots represent average ± SEM. Statistics were calculated with the two-tailed unpaired Student's *t*-test. **B.** WT and FURIN deficient peritoneal macrophages were left unstimulated or were stimulated with LPS (1 μg/ml) for 5-30 minutes as indicated. Mature Tumor Necrosis Factor-α-Converting Enzyme (TACE) (93 kDa) and β-Actin (43 kDa) were detected by western blotting. Normalized (TACE/Actin) levels are presented in the upper panel. Shown is one representative experiment out of three replicates with similar results. **C.** FURIN deficient or littermate wild type bone marrow macrophages (*n* = 2/genotype) were left unstimulated or were stimulated with ultrapure LPS (500 ng/ml) for 2 hours, then ATP (1mM) was added to the cells for 15 min. Pro-Caspase (55 kDa), Caspase-1 p20 (20 kDa) and actin (43 kDa) were detected with western blotting.

The analyses of proteolytically activated macrophage cytokines thus showed that a FURIN deficiency reduces the production of anti-inflammatory TGF-β1 but upregulates the activation of the TACE and Caspase-1 enzymes. These findings together with the inherent upregulation of pro-inflammatory mRNAs collectively contribute to the pro-inflammatory phenotype of LysMCre-*fur*^(fl/fl)^ mice. Understanding the underlying mechanism(s) of aberrant cytokine expressions by FURIN deficient macrophages clearly requires further studies, but at least reduced TGFβ-1 maturation is likely to play a role [62]. In conclusion, our data indicate that inhibiting FURIN specifically in innate immune cells could strengthen host responses. This, together with the plausible reduction in the activation of pathogens, could be beneficial for treating and preventing PCSK-dependent infections.

## MATERIALS AND METHODS

### Experimental animals

Mice bearing floxed *fur* alleles [4] were backcrossed six times with C57BL/6 mice. LysMCre mice with the C57BL/6 background were purchased from Taconic. LysMCre mice were bred with *fur*^(fl/fl)^ animals to generate myeloid-specific FURIN knockout mice LysMCre-*fur*^(fl/fl)^. Mice were housed under pathogen-free standard conditions. All mouse experiments were performed in accordance with the National Animal Experiment Board, Finland, (Permit# ESAVI/2837/04.10.07/2015).

### Isolation, culture and *ex vivo* activation of macrophages from the mouse peritoneal cavity and of neutrophils from the bone marrow

Peritoneal cells were extracted from the peritoneal cavity and cultured following a previously published protocol [63]. After 1 h incubation WT and FURIN deficient peritoneal macrophages were stimulated with LPS (1 μg/ml, *E. coli* 0127:B8 serotype; Sigma-Aldrich, St Louis, MO, USA), TLR ligands (Zymosan: 10 μg/ml, R848: 1 μg/ml; both from InvivoGen, San Diego, CA, USA) and/or cytokines (IFN-γ: 20 ng/ml, IL-4: 50 ng/ml; PeproTech, Rocky Hill, NJ, USA). After stimulation, the cells were scraped to dislodge them and collected for RNA extraction (RNAeasy, Qiagen, Düsseldorf, Germany). Neutrophils were isolated from the bone marrow of LysMCre-*fur*^(fl/fl)^ and wild-type mice with the Anti-Ly-6G MicroBead Kit (Miltenyi Biotec Norden AB, Lund, SE) and were left unstimulated or were stimulated with 100 μM of fMLP for 1 hour at 37°C.

### Flow cytometric analyses

Peritoneal, splenic and bone marrow cells were analyzed using flow cytometry (BD FACSCanto™ II) and the FlowJo software (Treestar Inc, Ashland, OR, USA). Anti-CD16/CD32 (Clone: 93) (eBioscience, San Diego, CA, USA) was used to block Fc receptors and cell populations were surface stained following the eBioscience FACS protocol with PerCP-Cy5.5- labeled anti- F4/80 (BM8), PE-labeled anti-Gr-1 (RB6-8C5), PE-Cy7-labeled anti-CD11b (M1/70), FITC-labeled anti-B220 (RA3-6B2), APC-labeled anti-CD3, PE-Cy7 labeled anti-CD4 (RM4-5), APC-H7 labeled anti-CD8 (53-6.7), PE-labeled anti-CD62L (MEL-14), PE-labeled anti-Ly-6G (RB6-8C5), APC labeled anti-Ly-6C (HK1.4), PE-Cy7-labeled anti-CD11c (N418), FITC-labeled anti-CD11b (M1/70) (eBioscience, San Diego, CA, USA).

### Cytokine measurements

Serum cytokines were measured in both steady state and LPS injected mice. Briefly, LysMCre-*fur*^(fl/fl)^ and WT littermate mice (6-8 weeks of age) were injected intraperitoneally with NaCl (0.9%) or LPS (100 μg/kg, *E. coli* 111:B4 serotype; Sigma-Aldrich) and serum was collected at the 0, 1, 3 h time points. The serum cytokines TNF-α, IL-6, MCP-1 and IL-10 were quantified using the BD™ Cytometry Bead Array Mouse Inflammation Kit (Catalog # 552364) according to the manufacturer's instructions (BD Biosciences, Franklin Lakes, NJ, USA). IL-1β levels were measured with mouse IL-1 beta ELISA Ready-SET-Go!^®^ (eBioscience, San Diego, CA, USA) (Catalog # 88-7013-22). Bioactive TGF-β1 was measured in the supernatants of cultured peritoneal macrophages isolated from LysMCre-*fur*^(fl/fl)^ and WT littermate mice using Human/Mouse TGF beta 1 ELISA Ready-SET-Go! (2nd Generation) (Catalog # 88-8350-76) (eBioscience, San Diego, CA, USA).

### LPS induced endotoxemia

LysMCre-*fur*^(fl/fl)^ and WT littermate mice (6-8 weeks of age) were injected intraperitoneally with a lethal dose of LPS (25 mg/kg, *E. coli* 0111:B4 serotype; Sigma Aldrich, St Louis, MO, USA) or with NaCl (0.9%) as a control. Survival of the mice was monitored for 72 h at 3-hour intervals.

### Quantitative real-time polymerase chain analyses

The mRNA expression in stimulated and non-stimulated peritoneal macrophages was assessed using qRT-PCR. Briefly, total RNA was extracted using the RNeasy kit (Qiagen, Düsseldorf, Germany), quantified using a NanoDrop ND-2000 (Thermo Fisher Scientific, Massachusetts, USA) and transcribed into cDNA with the iScript Select cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Gene expression levels were examined using the Bio-Rad CFX96 Real-Time System and the Sso Fast Eva Green Supermix (Bio-Rad, Hercules, CA, USA). The primers used for quantitative real-time PCR are shown in the supplementary Table S1. Gene expression was normalized to 18s levels; the normalized threshold cycle (Ct) values were subtracted from the target Ct values of each sample (deltaCt). The relative levels of the target mRNA were calculated as 2-deltadeltaCt.

### Microarray data analysis

Two biological replicates of FURIN KO and WT peritoneal macrophages were left unstimulated or were stimulated for 1, 4 and 24 hours with LPS (1 μg/ml)(*E. coli* 0127:B8 serotype; Sigma Aldrich, St Louis, MO, USA). The samples were collected and the RNA was isolated using Qiagen RNeasy on-column DNase (Qiagen, Düsseldorf, Germany). 50 ng of purified RNA was amplified and dye labeled using Agilent's Low Input Quick Amp Labeling kit and RNA Spike In kit (Agilent Technologies, California, USA). Initial and purified RNA contents along with dyed and amplified cRNA contents were measured with a NanoDrop ND-2000 (Thermo Fisher Scientific, Massachusetts, USA). RNA and cRNA quality was inspected using the Agilent 2100 Bioanalyzer RNA 6000 Nano kit (Agilent Technologies, California, USA). 300ng of Cy-3 and 300ng of Cy-5 labeled sample were hybridized together on an Agilent Mouse Chip 8×60K (Design ID 028005) (Agilent Technologies, California, USA) overnight at 65°C using the Gene Expression Hybridization kit. The chips were washed with the Gene Expression Wash Pack according to the instructions. The chips were scanned using an Agilent Technologies Scanner model G2565CA using the scan profile AgilentG3_GX_2Color. Scan results were converted into numerical data by the Agilent Feature Extraction software version 10.7.3. The data was analyzed using the R software [64]. Raw probe level intensity values were normalized with loess regression and quantile normalization using R package “limma” to robustly generate sample-wise comparability [65].

Differential gene expression was evaluated using the log2-transformed fold change difference and statistical testing using the two-sample Student's *t*-test. Genes showing an average expression lower than the log2 transformed intensity value 6 were filtered out as non-informative. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database was used to obtain a gene set involved in Toll-like receptor signaling. [66]. The raw microarray data are available at Gene Expression Omnibus (GEO): http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ililkmqqvvqlryn&acc=GSE84117.

### Western blot analyses

For the Caspase-1 experiment bone marrow macrophages were cultured using a standard protocol [63] and were left unstimulated or were stimulated for 6 hours with ultrapure LPS (*E. coli* 0111:B4, 500 ng/ml; InvivoGen, San Diego, CA, USA). Cells were washed twice with PBS and incubated with ATP (1mM, Sigma Aldrich, St Louis, MO, USA). Next, the cells were collected and lysed in a buffer specific for Caspase-1 (50 mM Tris, pH 7.4, 150 mM NaCl, 2 mM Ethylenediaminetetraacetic acid (EDTA) pH: 8.2 mM Ethyleneglycoltetraacetic acid (EGTA) pH: 7.5, 10% Glycerol, 1% Triton X-100, 50 mM Sodium fluoride, 200 μM Sodium vanadate) [67]. For the TACE-1 experiment, peritoneal macrophages were left unstimulated or were stimulated with LPS for 5-30 minutes (1 μg/ml, *E. coli* 0127:B8 serotype; Sigma Aldrich, St Louis, MO, USA). Next, the cells were collected and lysed in a buffer specific for TACE (1% Triton X-100, 15 mM NaCl, 50 mM Tris HCL pH 7.4, protease inhibitors cocktail (Roche), 10mM 1,10-phenanthroline) [68]. Equal amounts of proteins were separated on 12% polyacrylamide gels and transferred onto nitrocellulose membranes (Whatman, GE Healthcare, Pollards Wood, UK). The proteins were probed with a primary antibody, either anti-ADAM17-cytoplasmic domain (ab39162; abcam) or anti-caspase-1-t/ICE (AHZ0082; Invitrogen), followed by a HRP-conjugated secondary antibody (RnD systems, Minneapolis, MN, USA). Anti-actin (MAB1501R; Merck Millipore, Billerica, MA, USA) was used as a loading control. Immunoblots were visualized with an ECL detection system (GE Healthcare, Pollards Woods, UK). Signal intensities were analyzed using the NIH ImageJ software.

### Statistical analysis

Statistical analyses were performed using the two-tailed unpaired Student's *t*-test. *P* < 0.05 indicates statistical significance and the variability is depicted using the standard error of the mean (SEM). The Kaplan Meier test was applied to estimate survival in the LPS induced endotoxemia experiment.

## SUPPLEMENTARY MATERIALS

## Conventions and Abbreviations

PCSK: Proprotein Convertase Subtilisin/Kexin type
FBS: Fetal Bovine Serum
ELISA: Enzyme-Linked Immunosorbent Assay
CBA: Cytometric Bead Array
qRT-PCR: quantitative Reverse Transcription Polymerase Chain Reaction
IL: Interleukin
TLR: Toll Like Receptor
LPS: Lipopolysaccharide
R848: Resiquimod
IFN-γ: Interferon gamma
TNF-α: Tumor Necrosis Factor alpha
MCP-1: Monocyte Chemotactic Protein 1
TACE: Tumor Necrosis Factor Alpha Converting Enzyme
ADAM17: ADAM Metallopeptidase Domain 17
*Ptgs2*: Cyclooxygenase-2
CXCL: C-X-C motif Chemokine
CCL: Chemokine (C-C motif) Ligand
*Serpinb1a*: Serine (or cysteine) peptidase inhibitor, clade B, member 1a
*Serpinb2*: Serpin Peptidase Inhibitor, Clade B (Ovalbumin), Member 2
*Hcar2*: Niacin Receptor 1
*Egr1*: Early Growth Response 1
*C5ar*: Complement Component 5a Receptor 1
*Dusp6*: Dual specificity phosphatase 6
*Fcgr1*: Fc Fragment of IgG, High Affinity Ia, Receptor
*Atf7*: Activating Transcription Factor 7
*Ccnd1*: Cyclophilin C
CD11b: Cluster of Differentiation molecule 11b, Integrin alpha M
Ly6C: Lymphocyte antigen 6C
Ly6G: Lymphocyte antigen 6G
*Trem1*: Triggering receptor expressed on myeloid cells 1
*Il12rb1*: Interleukin 12 Receptor, Beta 1
*Ch25h*: Cholesterol 25-Hydroxylase
*Olr1*: Oxidized Low Density Lipoprotein (Lectin-Like) Receptor 1
*Nos2*: inducible Nitric Oxide Synthase 2
*Arg*1: Arginase 1

How the deposited data were processed for this re-analysis (not part of the article)

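Gene expression was measured in peritoneal macrophages of LysMCre-fur(fl/fl) (KO) and WT littermate mice, unstimulated or after 1, 4 or 24 h of LPS at 1 μg/ml, on 8 Agilent 2-colour arrays with 62976 spots each. Each of the 4 time points has 2 arrays, numbered as replicates 1 and 2. KO and WT RNA of a time point shared an array, KO in Cy5 for replicate 1 and in Cy3 for replicate 2. Dye orientation and replicate number are therefore the same factor. The labels' growth protocol names 4 h of LPS for every sample, and the samples were assigned by their titles.

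The scanner files hold the raw intensities of each spot in both channels, as the authors extracted them with the Agilent Feature Extraction software, without normalization between arrays, together with the software's processed signals. The matrix that the authors deposited holds log2 ratios of Cy5 to Cy3, which they describe as normalized. It served only as an alternative. A mean intensity per spot had been planned, but the deposited files hold only the median of the pixels, which was used in its place. Spots that the software marks as outliers were left out.

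Of 55681 distinct gene probes, 27509 could be named through the RefSeq identifiers of the reference table, for 20887 genes, of which 5512 have more than 1 probe. Probes without a name (28172) were kept as transcripts of their own, among them 16194 for long intergenic RNAs. Labels in the paper's figures were read from the pictures and matched by current or older gene names. Atf7, Gm4070, Gbp11 and Cxcl11 were not analysed here, since no measured probe carries their name. No positions are given, because the array annotation and the reference table use different genome builds.

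Intensities were processed with limma 3.58.1 in R 4.3.3, by normexp background correction with an offset of 50, loess normalization within arrays and quantile normalization between arrays. Spots of a probe were averaged, and the probe with the highest mean intensity was taken for a gene. Of 37018 genes and transcripts, the 36947 with a mean log2 intensity of at least 6 were tested, of which 20845 have a gene name. The log2 KO/WT ratios of all 8 arrays were fitted with lmFit, with one coefficient per time point, and tested with eBayes. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The 4 residual degrees of freedom come from the differences between the replicates at each time point. Comparisons were KO against WT at each time point, their mean over the time points, and the change of the ratio from unstimulated to each LPS time. The effect of LPS within a genotype was tested with limma's separate-channel analysis (statmod 1.5.0) on all 16 channels, for 36927 genes and transcripts, with a within-spot correlation of 0.107 estimated on 5000 genes drawn with a fixed seed. When an array was left out, this correlation was kept.

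The replicate numbers recur at every time point, so it was checked whether they pair the samples. The difference between replicates 1 and 2 in the KO/WT ratio was correlated across genes between the time points, with Pearson's r from 0.475 to 0.679 over the 6 pairs of time points, where the mean ratios had r from 0.228 to 0.540. Genes are not independent replicates in these correlations. A fit with the replicate number as a block (replicate block), which here is also a dye term, called 3631 genes and transcripts for that term. Its p-values for KO against WT rest on what varies within the replicate pairs over time, not on the spread between the pairs. All 5 calls at 4 h, all 9 at 24 h and all 209 of the mean over the time points are among its calls (2212 for the mean).

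Lists of genes were tested with camera at a preset correlation between genes and with fry. Only the Toll-like receptor list as a whole was also tested with camera at an estimated correlation. The lists comprised genes of Toll-like receptor signaling, split into components and induced products, and marker lists of B cells, T and NK cells, mast cells, neutrophils, mesothelial cells and fibroblasts, eosinophils, dendritic cells, large and small peritoneal macrophages, female-specific and Y chromosome genes, immediate early genes, interferon-induced genes and housekeeping genes. They were written from general knowledge, and the Toll-like receptor list is not a copy of the KEGG table. A list of markers of steroid-producing cells was added after the data were seen, and the tests of lists in the difference between the replicates were also chosen then.

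The genes named in the text are those that the paper names for the arrays or shows in Fig. 2A, Fig. 2B, Fig. 4B or Fig. 4C, Furin and other PCSK genes, Tgfb1, Lyz2, Il1b, Tnf, Il6 and Il10, and for each comparison up to 5 genes with the largest increase and 5 with the largest decrease among those past the threshold and changed the same way on both arrays (on all 8 for the mean over the time points). This rule, the comparisons, the tests, the other lists and the alternatives were chosen before the data were examined. For the genes of Fig. 4C, the time point for which a p-value is printed was picked after their values were seen. Genes named outside the rule were chosen after their values were seen.

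Depth was judged from the share of gene spots well above background, which was 45.1% to 51.3% per array in Cy3 and 43.8% to 48.0% in Cy5, with 0 saturated spots on every array. The spike-in RNAs gave a slope of observed on expected log ratio between 0.850 and 0.896 (median 0.873), so the ratios are compressed. Both channels of all arrays were well above background for 16438 genes and transcripts.

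The steps were tested on simulated data made from these arrays. Every change planted in a gene was more than 2-fold. The noise in the ratios was drawn independently for each gene and array, with the spread of the fit with the replicate term. The shares recovered hold for such changes and such noise. They do not give the power for smaller changes or for the real data. With 200 changed genes among 36927 and dye effects added, the fit without a replicate term recovered 195 (97.5%) with 0 false calls, and the replicate block recovered all 200 with 15 false calls. Without dye effects both recovered all 200, with 16 and 18 false calls. The 2-group test of the paper's methods recovered none of the 200 with dye effects and 1 without them. For LPS at 4 h, the separate-channel analysis recovered 198 in WT with 12 false calls and 197 in KO with 6.

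The alternatives were no background correction, the software's processed signals, Aquantile scaling, loess alone, no intensity filter, only genes well above background on all arrays, the mean over a gene's probes, each array left out in turn, the replicate block, a Cy5 term, the authors' matrix, a fit of only the 2 arrays of a time point, and the 2-group test of the paper's methods. For the Toll-like receptor list they were also fry and an estimated correlation.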

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

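The test of exchanged labels at 4 h was chosen only after the result was seen, and so were the time points at which Olr1, Il15 and Trem1 were tested.

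Several genes that were higher in unstimulated KO macrophages differed less or not at all from WT after 24 h of LPS, a difference between time points. The change in the log2 KO/WT ratio from unstimulated to 24 h was -1.01 for Serpinb1a, -1.70 for Serpinb2, -1.55 for Hcar2, -1.79 for Il1b, -2.05 for Ccl2 and -1.22 for C5ar1, in the same direction in both replicates. Tested as a difference, its adjusted p was between 0.247 and 1.00 without the replicate term and between 0.00859 (Hcar2) and 0.0424 (Il1b) with it. The study named these genes for a higher level on the same unstimulated arrays, the baseline of this difference. That choice favours a fall, which these p-values do not account for. After 24 h the ratio lay between -0.45 for Il1b and 0.26 for Serpinb1a. A limit of the scanner is argued against by 0 saturated spots on every array and by Serpinb1a, which LPS lowered in WT (-1.80 at 24 h). Across genes, the unstimulated KO/WT ratio of one replicate was weakly correlated with the WT response to 1 h of LPS in the other replicate, with r of 0.180 at the lower of both crossings, a value that a resting state like early LPS stimulation needed. Over all genes the correlation was not particular to early stimulation. Its r was 0.234 and 0.174 for the response at 4 h and 0.193 and 0.139 at 24 h. Among the genes that LPS changed in WT, r was highest at 1 h (0.463 and 0.438). It was 0.359 and 0.276 at 4 h and 0.323 and 0.218 at 24 h, where the set of genes differs between the times. A state like LPS stimulation may explain a higher start and a smaller further rise, but the ratios do not show which of both differs. Other cells in the cultures and handling of the unstimulated cultures before LPS stay open, and the latter was not tested.

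Olr1 changed direction between time points, from higher in unstimulated KO to lower at 24 h on both arrays, a change of -2.00 (adjusted p = 0.247, or 0.00859 with the replicate term). Il15 rose by 1.12 relative to WT from unstimulated to 24 h (adjusted p = 0.699, or 0.0110 with the replicate term), and Trem1 by 1.35 from unstimulated to 4 h (adjusted p = 0.185, or 0.0166 with the replicate term). Each change had the same direction in both replicates. No technical explanation specific to these genes was tested, and the response to LPS, which the design names, stays open.

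Furin was lower in KO at every time point except 4 h, where its log2 KO/WT ratio was 0.88 above that of unstimulated macrophages, and the signs were opposite on all arrays of these time points. The difference itself did not pass (adjusted p = 0.815, or 0.102 with the replicate term). With exchanged labels at 4 h, Lyz2 would be higher in the RNA labelled KO, but it was lower there, by -1.09, with the same sign as on all other arrays. In the RNA labelled KO, Furin rose by 1.19 from unstimulated to 4 h of LPS (adjusted p = 6.80e-06), and in WT by 0.31 (adjusted p = 0.0996). What remains open is LPS-induced transcripts of the deleted allele that the probe still binds, and cells without the deletion. Neither was tested, since the position of the probe against the floxed exon was not examined.

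Lyz2 was lower in KO on all 8 arrays, and its ratio was lower at 24 h than in unstimulated macrophages by -0.86 (adjusted p = 0.421, or 0.0338 with the replicate term). The Cre inserted in the Lyz2 locus predicts a lower Lyz2 signal whatever the time after LPS, and the highest ratio of any array was -0.75. The insertion alone does not predict a larger difference at 24 h. From unstimulated to 24 h Lyz2 fell in both genotypes (log2 change of -2.05 in WT and -2.91 in KO). Regulation of Lyz2 by LPS that differs between the genotypes stays open and was not tested apart from the insertion.

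Over all time points, which the paper does not report, 209 genes and transcripts differed between KO and WT (90 higher and 119 lower in KO, adjusted p under 0.05), and 3 of them more than 2-fold. Among those with a gene name, the largest differences with the same direction on all 8 arrays were those of Gm4841 (1.16), Apoc1 (0.92), Gbp4 (0.85) and Klra2 (0.80) on one side and Lyz2 (-1.16), Hp (-0.98) and Hhipl1 (-0.67) on the other. With the replicate term there were 2212, but without replicate 1 of the unstimulated arrays 1 passed, and without any other array 7 to 159. When KO and WT labels were exchanged on randomly chosen arrays, 2 of 100 splits, the real one included, gave as many. The other split parts the channels by dye and gave 786. With the replicate term, 1 of 94 splits gave as many, the real one, and the highest other count was 607. These splits exclude chance only if the arrays are independent. The replicate differences recur at every time point, and with the replicates as units only the real split and that by dye exist, so chance is not excluded. Genomic segments that came with the modified alleles could raise the calls among the 200 tested genes nearest to Furin or Lyz2. Around each, 3 were called (1.5%, against 0.80% elsewhere), and 22.2% of all windows of this size held as many. In the fit with the replicate term 10 were called around each, less often than elsewhere (5% against 8.18%), and 93.0% of the windows held as many. No clear excess of calls was thus seen near either gene. Segments that change few of these genes would not raise the share, so such segments stay open. A share of calls over 200 genes cannot decide this for single genes, such as Dusp6, Nts and Phlda1 near Lyz2. A genotype effect and the different littermates behind each genotype stay open.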

How the results depend on the processing

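No alternative in this part was chosen after the data were seen. Over all results, alternatives and arrays left out, counts of genes stayed within 1.5 times of their value in 212 cases and moved further in 53. Ratios of single genes kept their direction and their side of the threshold in 389 cases, passed it in 22, fell short of it in 7 and changed direction in 4. For the Toll-like receptor list these numbers were 49, 7, 12 and 4. No background correction and no intensity filter changed none of these. The cause was not tested unless stated.

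In unstimulated macrophages the count was 0, and it was 391 with the replicate block and 45 in a fit of the 2 arrays alone. For changes of more than 2-fold these were 32 and 27. After 1 h the count was 0, and 212 with the replicate block. After 4 h it was 5, and 1 with processed signals, 0 among genes well above background on all arrays, 209 with the replicate block, 3 with the series matrix values, 41 with the 2 arrays alone and 0 with the methods' t-test. After 24 h it was 9, and 3 with processed signals, 14 (5 higher and 9 lower) with Aquantile, loess only or the series matrix values, 4 among genes well above background, 4 with the mean over probes, 216 with the replicate block, 30 with the 2 arrays alone and 0 with the methods' t-test. For the mean over the time points it was 209, and 126 with processed signals, 129 with the mean over probes and 2212 with the replicate block. Counts of genes with a different LPS response were 0 at 1, 4 and 24 h, and with the replicate block 12 at 4 h and 78 at 24 h. The methods' t-test left 1694, 1753, 1128 and 1513 genes with an unadjusted p under 0.05 at the 4 time points and none after adjustment. The replicate block removes differences that recur between the replicates from the error, and the fit of the 2 arrays alone estimates the error from 1 difference per gene.

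The number of genes changed by LPS stayed within 1.5 times of its value at 4 and 24 h under every alternative run for it, the Cy5 term and the replicate block included. It lay between 10562 and 13689 in WT and 10794 and 14159 in KO at 4 h, and between 9054 and 12110 and 8601 and 11528 at 24 h. At 1 h, leaving out 1 array at a time gave 1797 to 3297 in WT and 1435 to 2844 in KO.

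With 1 array left out at a time, and the lone array of its time point assumed to vary like the others, the counts were 0 to 3 in unstimulated macrophages (also past 2-fold), 0 to 10 after 1 h, 0 to 8 after 4 h, 0 to 11 after 24 h, 1 to 159 for the mean over the time points (1 without unstimulated replicate 1), and 0 to 9 for a different LPS response at 1 h. They stayed at 0 for a different response at 4 and 24 h. Fewer arrays leave fewer degrees of freedom.

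The p-value of the Toll-like receptor list in unstimulated macrophages, 0.0396, was 0.153 with processed signals, 0.0972 with Aquantile or loess only, 0.0780 among genes well above background, 0.0920 with the mean over probes, 0.472 with fry and 0.489 with an estimated correlation. For the difference in response at 1 h, 0.0183, it was 0.535 with fry and 0.404 with an estimated correlation. For that at 24 h, 0.0718, it was 0.0474 among genes well above background and 0.0293 with the replicate block. With 1 array left out it ranged from 3.95e-04 to 0.968 in unstimulated macrophages, from 7.66e-07 to 0.851 at 1 h, from 0.00934 to 0.634 at 4 h and from 0.00300 to 0.944 at 24 h. The direction that camera gives, which is relative to all other genes, changed without unstimulated replicate 2 (p-values of 0.968 in unstimulated macrophages, 0.634 at 4 h and 0.944 at 24 h), where the means of the list kept their sign (0.04, -0.02 and -0.05). At 1 h both it and the mean (0.02) changed sign without LPS 1 h replicate 1 (0.172).

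Tgfb1, near 0 in unstimulated macrophages (0.0021), changed direction with Aquantile and loess only (-0.0092 for both), with the series matrix values (-0.0088) and without unstimulated replicate 1. With 1 array left out it lay between -0.16 and 0.16, the values of its single replicates. The other ratios that were recomputed kept their direction under every alternative run for them. The difference of Ch25h at 24 h, -1.51, was -4.06 with processed signals. Those that passed the threshold did so with the replicate block, or without an array of the 24 h time point for Serpinb2, Ccl2 and Ccnd1. Those that fell short of it were all the mean ratio of Furin, without any 1 array except LPS 24 h replicate 1.

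Signal over background limits what the dim genes can show. Il33 and Ch25h could not be tested among the genes well above background on all arrays, since before LPS Il33 was not above it in either genotype and Ch25h not in WT. The series matrix holds ratios within arrays, so effects of LPS within a genotype were not computed from it.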

Differences from the paper's values

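No test in this part was chosen after its result was seen, apart from the time points picked for genes of Fig. 4C.

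The paper gives 19 genes as the most different between unstimulated WT and FURIN deficient macrophages, by a change of more than 2-fold and a corrected p under 0.05. The same criterion gave 0 genes here, where limma left 2134 genes and transcripts with an unadjusted p under 0.05 and 34 with more than 2-fold at any p. Of the alternatives chosen before the data were examined, only the fit of the 2 unstimulated arrays alone came within 1.5 times of the paper's value, with 27. The replicate block gave 32, and the fits without either array of the 24 h time point gave 3. All others gave 0, namely no background correction, the processed signals of the Feature Extraction software, Aquantile, loess only, no filter, only genes well above background on all arrays, the mean over probes, each of the other arrays left out, the series matrix values and the methods' t-test. The methods' t-test without any correction gave 21 genes past 2-fold at an unadjusted p under 0.05. The 32 of the replicate block count Neat1 under 2 spellings of its name. They also include Mgarp and Aldh1a1, whose replicates differed in sign.

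The paper lists Serpinb1a, Serpinb2, Hcar2, Egr1, Psat1, Spred1, Nes, C5ar1, Ccnd1, Ccl2, Gm4841 and Mnda (Ifi211 here) in Fig. 2A as higher by this criterion, and none of them had an adjusted p under 0.05 here. With the replicate block all 12 had. Serpinb2, Ccl2 and Ccnd1 also passed without either array of the 24 h time point. All 12 were higher in KO, as in the figure, but Egr1 (0.94), Gm4841 (0.98), Psat1 (0.79) and Spred1 (0.80) stayed under 2-fold.

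All 6 genes that Fig. 2A shows as lower by the same criterion were lower here too, and none was past 2-fold. The ratio was -0.47 for Malat1, -0.80 for Prom1, -0.83 for Mfsd7a, -0.90 for Hhipl1, -0.91 for Tbc1d2 and -0.31 for Tns1. All but Tns1 had an adjusted p under 0.05 with the replicate block.

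Fig. 2B labels genes beyond its 2-fold lines. Of those measured, 22 of 24 above the upper line were past 2-fold here and 3 of 7 below the lower line. Ctsc (0.21), Lyz2 (-0.87), Malat1 (-0.47), Tmcc3 (-0.38), Tns1 (-0.31) and Gm4841 (0.98) were not.

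The genes of Fig. 4C whose largest difference had the other sign here were Pla2g5 (-0.30 at 24 h), Mmd (0.72 at 4 h, but -0.60 at 24 h) and Creb5 (0.32 at 24 h), against 29 of 30 and 35 of 37 that had the sign of the figure.

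The paper describes Nos2, Il33 and Il12rb1 as inhibited by FURIN, and Ch25h and Arg1 as repressed without it, in LPS-activated macrophages. Their differences had the stated sign here at the time of the largest difference, and none had an adjusted p under 0.05 with or without the replicate block. Trem1, Il15 and Olr1 passed with the replicate block only.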

Other observations

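In this part the tests of lists in the difference between the replicates (T and NK cells, mast cells and steroid-producing cells) and of ranks between probes were chosen only after the result was seen.

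The paper reports by PCR a nearly complete loss of Furin mRNA in KO macrophages, and on the arrays its log2 KO/WT in unstimulated macrophages was -0.72. Among other PCSK genes the ratio was 0.02 for Pcsk1, -0.03 for Pcsk2, -0.10 for Pcsk4, -0.26 for Pcsk5, -0.08 for Pcsk6, 0.02 for Pcsk7 and -0.0096 for Mbtps1. Pcsk1, Pcsk5 and Pcsk6 were not well above background. Tgfb1 had ratios of 0.0021, -0.05, 0.31 and -0.33 at 0, 1, 4 and 24 h of LPS, and the first of these is below 0 with Aquantile scaling or loess only (-0.0092).

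The log2 KO/WT ratio at 0, 1, 4 and 24 h of LPS was 1.34, 0.01, 0.26 and -0.45 for Il1b, 0.34, -0.03, -0.34 and -0.28 for Tnf, 1.25, -0.06, 0.41 and -0.21 for Il6, and 0.10, 0.17, 0.05 and 0.17 for Il10. None of these had an adjusted p under 0.05 in the fit without a replicate term. With it, the adjusted p in unstimulated macrophages was 0.0155 for Il1b and 0.0304 for Il6.

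Across genes, the unstimulated KO/WT ratio of one replicate correlated with the WT response to LPS in the other, with r from 0.139 to 0.234 over the 3 LPS times and both crossings. Among the genes that LPS changed in WT, r was from 0.218 to 0.463, highest at 1 h.

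In unstimulated macrophages the interferon-induced genes were higher in KO by a mean of 0.54, 12 of 12 higher (camera adjusted p = 1.11e-15, fry adjusted p = 0.478). The immediate early genes were higher by 0.23, 12 of 14 (camera adjusted p = 1.47e-04, fry adjusted p = 0.641). B cell markers (mean 0.17, 9 of 9 higher, 0.0160), mast cell markers (0.37, 6 of 7, 0.0268) and markers of large peritoneal macrophages (0.16, 8 of 11, 0.0317) also passed camera. None of these lists passed fry after adjustment, so the result rests on camera alone. No other correlation between genes was tried for them, so why camera and fry differ was not tested. Of the interferon-induced genes 11 were well above background on all arrays and 2 are in another list, and the same holds for 13 and 2 of the immediate early genes. Cxcl10, Fos and Egr1 among them are shown in the paper's figures. T and NK cells (mean 0.27, camera adjusted p = 0.0769), mesothelial cells and fibroblasts (0.09, 0.234), eosinophils (0.07, 0.386), dendritic cells (0.01, 0.817), neutrophils (-0.02, 0.817), small peritoneal macrophages (0.05, 0.386), Y chromosome genes (0.08, 0.386), the female-specific gene (0.09, 0.817) and housekeeping genes (-0.01, 0.817) did not pass. T and NK cells passed camera too with the replicate term (adjusted p = 2.64e-05), and still not fry (adjusted p = 0.424).

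Other cells in the cultures could contribute to the unstimulated differences. Over the 7 lists of other cell types the smallest camera adjusted p without the replicate term was 0.0224, for B cells, with a fry p of 0.214. With it, the camera p adjusted over all lists was 5.17e-05 for mast cells and 2.64e-05 for T and NK cells. The fry adjusted p was 0.424 for both. In the mean over the time points all 7 mast cell genes were higher in KO. Their fry p with the replicate term was 0.0112, or 0.0997 after adjustment. As camera and fry differ, unequal numbers of such cells cannot be told apart from none. All 9 B cell genes were well above background on these arrays, with a mean log2 intensity of 14.44 for Cd79b, so B cell RNA was present in both genotypes. A difference in sex between the donors of KO and WT cells is argued against by Xist, with a mean ratio of 0.0917 (0.61 and -0.43 in the replicates).

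The replicates differed in the same genes at every time point, and 3631 genes and transcripts were called for this difference. Its largest values, as replicate 1 minus replicate 2 in log2 KO/WT, were found for Mgarp (-6.68), Htra1 (-6.36), Clu (-6.20), Sfrp2 (-6.17) and Pcolce (-6.15), and Cyp11a1 had -3.50. These genes, named because of their size, were brighter in the Cy3 culture of both pairs. Markers of steroid-producing cells not among the genes already seen were lower in replicate 1 as a list, 13 of 16, with a mean of -0.37 and a fry p of 0.00112 (0.0179 after adjustment over all lists). Of these 16 genes, 8 were well above background on all arrays, and Inha (-1.63), Fdx1 (-1.34) and Fdxr (-1.15) were lower, while Star (0.11) and Cyp17a1 (-0.05) differed little. The list of T and NK cells was higher in replicate 1, 9 of 10, with a mean of 0.66 and a fry p of 0.0141 (0.0816 after adjustment over all lists), and the mean log2 intensity was 11.70 for Lck and 12.56 for Cd2. Mast cell markers were lower in replicate 1, 7 of 7, with a mean of -0.72 and a fry p of 0.0175 (0.0816 after adjustment). Dye bias of single probes is argued against as the whole cause, since over 2028 genes different probes of a gene shared the difference with r of 0.543, and with the same sign in all 11 genes where it was more than 2-fold. For small differences it cannot be told apart from other causes. Across time points the ranks of the difference over all these genes were correlated with a Spearman rho of 0.563 for the same probe and 0.117 for another probe of the gene, which is dimmer. Other cells in the WT culture of replicate 1 and the KO culture of replicate 2, or an effect of the Cy3 labelling, may explain it, and these arrays do not separate them. Mgarp and Aldh1a1, labelled in Fig. 2B, belong to these genes.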
